# Discovery and Functional Analysis of Secondary Hair Follicle miRNAs during Annual Cashmere Growth

**DOI:** 10.3390/ijms24021063

**Published:** 2023-01-05

**Authors:** Minglin Wang, Han Dai, Shengda Sheng, Yanlei Liu, Shuyi Zhang, Wenlin Bai, Huiling Xue

**Keywords:** miRNA, secondary hair follicle, cashmere, hair growth regulation, phase transition

## Abstract

Secondary hair follicles (SHFs) produce the thermoregulatory cashmere of goats. MicroRNAs (miRNAs) play indispensable roles in hair follicle formation and growth. However, most studies examining miRNAs related to cashmere have been performed on goat skin. It remains unclear which miRNAs are highly expressed in SHFs or how miRNAs affect cashmere growth. In the present study, we isolated the SHFs under a dissecting microscope and analyzed the miRNA signatures during annual cashmere growth. Small-RNA sequencing followed by genome-wide expression analysis revealed that early anagen is a crucial phase for miRNA regulation of the cashmere growth, as revealed by two predominant groups of miRNAs. Although they exhibited opposite expression patterns, both groups demonstrated sharp changes of expression when in transit from early anagen to mid-anagen. In addition, we identified 96 miRNA signatures that were differentially expressed between different phases among 376 miRNAs. Functional analysis of the predicted target genes of highly expressed or differentially expressed miRNAs indicated that these miRNAs were involved in signal pathways associated with SHF development, regeneration, and regression. Furthermore, miR-143-3p was preferentially expressed in SHFs and *Itga6* was identified as one of targets. The dual-luciferase and in situ hybridization assay demonstrated that miR-143-3p directly repressed the expression of *Itga6*, suggesting a possible novel role for miR-143-3p in cashmere growth.

## 1. Introduction

Hair is a primary characteristic of mammals, and it is produced by hair follicles (HFs) anchored in the subcutis. There are two types of hair follicle in cashmere goats, the primary HFs (PHFs) that create the protective coarse hair, and the secondary HFs (SHFs) that produce the thermoregulatory cashmere, which is a special soft hair fiber of great resilience with high economic value because of its heat-preservation feature. As a type of smaller size HF, SHFs usually surround the PHF in a follicle group [1]. Mature hair follicles periodically regenerate, undergoing repetitive cycles of active growth (anagen), apoptosis-driven regression (catagen), and relative rest (telogen). In contrast to asynchronous growth with a long cycle, such as human hair and goat wool, cashmere hair follicles (SHFs) show synchronous annual growth, which is shed every May for Liaoning cashmere goats. Many signal pathways are implicated in controlling HF growth, such as Wnt, Hedgehog, Notch, TGF-β/BMP, FGF (fibroblast growth factor), and TNF [2,3,4,5]. Numerous signals have been discovered in HF formation and growth, including transcription factors, growth factors, cytokines, neuropeptides, and hormones, such as SOX9 (sex-determining region Y-box 9), FGF7 (fibroblast growth factor 7), NFI (nuclear factor I), TRH (thyrotropin-releasing hormone), and corticosterone [6,7,8,9,10]. However, several findings have shown that the growth and development of primary and secondary HFs are regulated by distinctive signal pathways, for example, they respond differentially to EDA signaling [11,12,13,14]. PHFs are not formed in *Eda* mutant Tabby mice, but SHFs developed normally [13,14,15,16,17]. Melatonin was found to promote the initiation and maturation of secondary follicles and increasing their population, while having little effect on PHF population [1]. Therefore, understanding the molecular mechanisms controlling the growth and development of SHFs, rather than skin or PHFs, might improve cashmere quality and increase yield.

MicroRNAs (miRNAs) are a class of small noncoding RNAs that typically repress expression of proteins by inducing degradation or translational inhibition of their target mRNAs [18,19]. Increasing evidence suggests that microRNAs play crucial roles in HF growth, regeneration, and regression. Of the specific miRNAs identified as crucial modulators, miR-24 affects hair follicle morphogenesis by targeting Tcf-3 and controls the regenerative competence of hair follicle progenitors by targeting Plk3 [20]. miR-29a/b1 inhibits the lineage progression of hair follicle stem cells [21]. miR-125b represses the differentiation of hair follicle stem cells [22]. The miRNA-200 family, although preferentially expressed in the epidermis, is reported to regulate cell adhesion and proliferation in hair morphogenesis [23]. miR-22 regulates HF regression and keratinocyte progenitor cell differentiation [24]. In addition, miRNAs are important in maintaining the ability of adult HFs in normal cycles of growth [25,26]. A few miRNAs were reported involved in regulating cashmere or wool growth. miR-30b and miR-143 regulate the proliferation of dermal papilla cells in Shanbei white cashmere goats and Hu sheep, respectively [27,28].

Most studies on miRNAs related to cashmere have been performed on skin, which is composed of the epidermis, dermis, and hypodermis. However, hair follicles and epidermis differentially express discrete miRNAs. For example, the miR-200 family and miR-19/miR-20 family were expressed preferentially in the epidermis. In contrast, the miR-199 family encompassing miR-199a and miR-199b was exclusively expressed in the hair follicles [29]. In the present study, we explored miRNAs and their functional significance in cashmere follicles (SHFs) from Liaoning cashmere goats. We isolated SHFs under the microscope by cutting out the epidermis and removing the connective tissues. The secondary hair follicles were smaller in size and grew in a follicle group, which could be clearly distinguished from single units of primary hair follicles. We performed small RNA sequencing experiments on the collected SHFs to discover miRNAs that were highly or preferentially expressed in SHFs.

To explore the role of miRNAs in cashmere growth, we identified the differentially expressed (DE) miRNAs between the consecutive phases. The potential functions of the highly expressed or DE miRNAs were further analyzed by examining their target genes. In addition, we studied the function of miR-143-3p, which would help to illustrate the regulatory mechanism of miRNA on cashmere growth.

## 2. Results

### 2.1. Identification of miRNAs in Secondary Hair Follicles

To systematically discover miRNA transcripts with potential biological roles during annual cashmere growth, we isolated SHF clusters, which manifested a different morphology from the PHFs (Figure 1A). After a great number of SHFs were collected, we performed small RNA sequencing experiments across six time points, each with two biological replicates (male and female), representing phases of anagen (May and September), catagen (November and December), and telogen (February and March). 

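The sequenced samples comprised 12 small RNA libraries of SHFs, the small follicles that grow the cashmere, with 1 library of female and 1 library of male goats at each of the 6 time points. February and March represented telogen (4 libraries), May early anagen (2 libraries), September mid-anagen (2 libraries), and November and December catagen (4 libraries). The authors mapped the trimmed reads to CHIR_2.0, quantified each miRNA with Bowtie, and deposited a raw count and a TPM value of every miRNA in every library. The deposited TPM equals the count scaled by the library total to within 0.005, so it carries no correction for the composition of a library. Counts on miRNAs are the depth used here, with a mean of 4519376 per library, where the paper's value of around 4700000 per sample is of sequencing reads. They totalled 54232513, from 4133390 to 5788032 per library in telogen (median 4766008) and from 3455772 to 5153348 in catagen (median 4189951). The May libraries held 4136374 (female) and 3135292 (male) counts, and the September libraries 5401442 and 5116946. At these depths the floor of 3 counts lies between a TPM of 0.518 and 0.957. The reads carry no molecular identifiers, so floors and the confidence intervals of shares of counts cover counting error only.
From the counts, differences between phases were tested with edgeR's quasi-likelihood test after TMM normalization, in a single fit of all 12 libraries. As in the paper's methods, a miRNA was tested when it had more than 5 CPM in at least 2 libraries, which 300 miRNAs did, and was called a DE miRNA with an FDR under 0.05 and a change of at least 2-fold. The TMM factors were 1.25 and 1.29 in the May libraries but 0.848 and 0.912 in the September libraries. With scaling by library totals in place of TMM, the median log2 fold change from May to September moved from 0.07 to -0.46. Mature miRNAs of near-identical sequence, as in the let-7, miR-17, miR-29, miR-30, miR-199 and miR-200 families, could share reads, and the paper's text does not name how such reads were assigned. The values of these family members are therefore uncertain to that extent.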

Around 4.7 × 10^6^ reads for each sample were obtained, with 5.65 × 10^7^ reads in total. More than 92% of the reads of all samples were mapped to the reference genome (CHIR_2.0). The bioinformatics software miREvo (v.1.1) [30] and mirDeep2 (v.2.0.0.5) [31] were used to predict the potential miRNA candidates. 

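The deposited tables list 376 miRNAs, each with at least 1 count in at least 1 library. Of these, 339 carry goat miRNA names, miR-203 among them, and 37 are listed by a number. Between 370 and 374 miRNAs had a count in any given library, and 355 had a count in all 12 libraries.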

After comparison to the miRbase goat database, a total of 376 miRNAs were identified, including 338 published miRNAs and 38 novel candidates (Figure S1 and Table S1). Among them, a subset of 23 miRNAs dominated the total miRNA expression, showing extremely high expression throughout all phases (TPM > 5000). These included miR-26a, miR-143, miR-148a, the let-7 family, and the miR-199 family, especially it contained the novel candidate miR-203 with an average TPM > 40,000. 

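By the mean of the deposited TPM over the 12 libraries, 25 miRNAs exceeded 5000, and together they held 88.7% of the total. In every one of the 12 libraries, 19 miRNAs were above 5000. When each of the 4 groups (telogen, May, September and catagen) had to have a mean above 5000, the number was 21. The 10 most abundant miRNAs took 64.8% of the counts in the male May library and 74.8% in the male November library, the lowest and highest shares.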

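miR-26a-5p was the most abundant miRNA, with a TPM of 167950 ± 24250 (SD, n = 12 libraries). Its share of the counts ranged from 13.4% in the male May library (95% Wilson interval 13.4% to 13.5%) to 19.6% in the male November library (19.6% to 19.7%). miR-143-3p had a TPM of 89983 ± 15570 and miR-148a-3p of 87066 ± 23620. Within the let-7 family, let-7f-5p was the most abundant with a TPM of 61186 ± 7301, followed by let-7g-5p with 39749 ± 3691. In the miR-199 family, mean TPM was 14675 for miR-199a-3p, 13378 for miR-199a-5p and 10516 for miR-199b-5p. The TPM of miR-203 was 63230 ± 12790 and lay between 43797 and 82083 in the single libraries. miR-27b-3p (90180 ± 16020) and miR-21-5p (59581 ± 19360) were of the same order.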

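By mean TPM over the 12 libraries, 33 miRNAs lay between 1000 and 5000, and 318 miRNAs lay below 1000. When all 12 libraries had to lie within the same limits, 21 miRNAs had a TPM between 1000 and 5000.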

A total of 34 miRNAs exhibited relatively higher expression (1000 < TPM < 5000), and others expressed TPM values lower than 1000 (Figure 1B). Raw RNA-seq data files and TPM (transcripts per million clean tags) values were submitted to the Gene Expression Omnibus (GEO) database with accession no. GSE220211. Real-time PCR verified the accuracy and reliability of our sequencing data. As expected, miR-200a expression was higher in September than in May (Figure 1C). In addition, it showed dynamic changes similar to RNA-seq expression patterns (Figure 1C).

To reveal the potential biological roles of the expressed miRNAs in SHFs, we predicated the targets of each miRNA using the programs miRanda (v.3.3) and TargetScan (v.7.0). To further confirm the relationship between each miRNA and its potential targets, we evaluated the correlation for each relationship pair. The Pearson correlation coefficient (PCC) between the two serials of the expression levels of the miRNA-target pair throughout the hair growth cycle was used to measure the similarity of expression patterns. We used PCC values of 0.4 and −0.4 as cutoffs for positive and negative correlations, respectively. These cutoffs were established in previous studies. After this filtering, only the strongly correlated relationships were retained for further study.

### 2.2. Prominent miRNA Signatures during the Transition from Early Anangen to Mid-Anagen

To uncover the specific expression patterns of miRNAs among three consecutive phases, we assayed miRNAs that differentially expressed with potential roles in the phase transition during the hair cycle. Given the appreciable difference in gene expression profiles between May and September, we compared May and September to other phases. We defined the molecular signatures as miRNAs with expressions 2-fold higher or lower in each phase relative to other phases and an FDR less than 0.05. 

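The 4 groups give 6 pairwise comparisons, each over 300 miRNAs. Between May and September, 55 miRNAs were called, 29 higher and 26 lower in September. Between catagen and telogen, 32 miRNAs were called, 19 of them higher in telogen. May and catagen differed in 50 miRNAs (27 higher in catagen), and telogen and September in 28 (14 higher in September). Only 7 miRNAs were called between telogen and May, 1 higher in May, and this count rests on single libraries, as it was 27 without the male March library and 1 without the male February library. Between September and catagen no miRNA was called, and 23 had an unadjusted p under 0.05.
The split of the calls into higher and lower depended on the scaling. With library totals in place of TMM, 80 miRNAs were called between May and September, but 9 were higher and 71 lower in September. Between catagen and telogen, 43 of 48 calls were then higher in telogen, between May and catagen 10 of 82 were higher in catagen, between telogen and September 4 of 42 were higher in September, and between telogen and May 2 of 4 were higher in May. With DESeq2, 27 of 38 calls were higher in telogen than in catagen and 12 of 34 were higher in September than in telogen. With RLE normalization these were 25 of 36 and 12 of 31.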

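Counting each miRNA once, 85 DE miRNAs were called in at least 1 of the 6 comparisons, 80 under goat miRNA names and 5 listed by number. The 55 called between May and September make up 64.7% of them. In the 4 comparisons of consecutive phases alone, 73 were called. Scaling by library totals gave 121 DE miRNAs, of which 60 were shared with the 85. Comparing each group with all other libraries gave 30.
The following changes are the largest among miRNAs called in a comparison with no overlap between the libraries of its groups. From May to September the largest increases were those of novel_704 (log2 fold change 3.22, standard error 0.43, adjusted p = 0.000639, edgeR's quasi-likelihood test), miR-151-3p and miR-335-3p (1.97). Large decreases were those of miR-410-3p (-3.16) and miR-411b-5p (-1.98), from mean TPM of 13.8 and 26.2 in May. The lowest count in a May or September library was 4 for miR-410-3p, 21 for miR-411b-5p and 12 for novel_704, so these changes rest on few reads. miR-544-5p, with at most 3 counts in either September library, was at least 9.04-fold lower in September than in May after TMM normalization, and at least 13.1-fold with library totals. From catagen to telogen the largest increases were those of miR-136-5p (1.68), miR-217-5p (1.62) and miR-369-3p (1.51), and the largest decreases those of miR-184 (-2.05), novel_704 (-1.56) and miR-27a-5p (-1.55). From telogen to May, miR-215-5p (-2.38), novel_704 (-1.93) and miR-29b-3p (-1.91) fell the most. Their lowest counts in a telogen or May library were 3, 12 and 39, so the first of these changes reaches the floor of 3 counts. Of the 7 calls between telogen and May, only that of miR-29b-3p was kept in all 8 fits that each left out 1 telogen or catagen library.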

Following these selection criteria, we discovered 96 differentially expressed miRNAs in total over the whole hair cycle, including 89 published miRNAs and 7 novel miRNA candidates.

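For the 85 DE miRNAs, the z-scores of TPM over the 12 libraries were clustered with the default settings of pheatmap (Euclidean distance, complete linkage) and the tree was divided into 4 clusters. They held 38, 32, 9 and 6 miRNAs. Correlation distance gave the same sizes, average linkage gave 45, 32, 6 and 2, and z-scores of log2(TPM + 1) gave 39, 21, 18 and 7.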

Hierarchical clustering revealed that these differentially expressed miRNAs (DE miRNAs) could be divided into four clusters, each representing a unique set of expression patterns, reflective of the dynamic properties of phase transition (Figure 2A). Surprisingly, this revealed that two predominant clusters (Cluster 1 and Cluster 2), accounting for about ~86% of the DE miRNAs, demonstrated a sharp change of expression when in transit from early anagen (May) to mid-anagen (September). This was surprising because the two anagen subperiods shared more mRNA transcriptional similarities than telogen and catagen, while the expression patterns of miRNA signatures were markedly distinctive. 

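Cluster 1 and Cluster 2 together held 70 of the 85 DE miRNAs, or 82.4% (95% Wilson interval 72.9% to 89.0%). The interval treats the miRNAs as independent, which they are not, and does not cover the choice of clustering. The share was 90.6% with average linkage and 70.6% with z-scores of log2(TPM + 1). All 38 miRNAs of Cluster 1 had a lower TMM-normalized level in September than in May, with a median log2 fold change of -1.23, and 26 of them were called in this comparison. All 32 miRNAs of Cluster 2 were higher in September, with a median log2 fold change of 1.38, and 26 were called. With scaling by library totals the medians were -1.75 and 0.85. The May and September groups have 2 libraries each, and the clusters were formed from the same libraries, so the cluster medians describe these data and are not a separate test.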

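Across the 300 tested miRNAs, log2 levels of the May libraries had a mean Pearson correlation of 0.972 with those of the September libraries (lowest 0.966, highest 0.978). The female and male libraries of the same month correlated at 0.994 in May, 0.993 in September, 0.988 in February and 0.972 in March. The March pair thus differed as much as the May from the September libraries. September libraries correlated with those of November at a mean of 0.991 and with those of December at 0.992, while May libraries correlated with those of March at 0.979. These correlations are across miRNAs, which are not independent replicates. On the first principal component, which held 44.1% of the variance, the May libraries lay at -7.32 and -9.28 and the September libraries at 6.41 and 4.13. mRNA profiles were not analysed here.

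**Figure D1:**
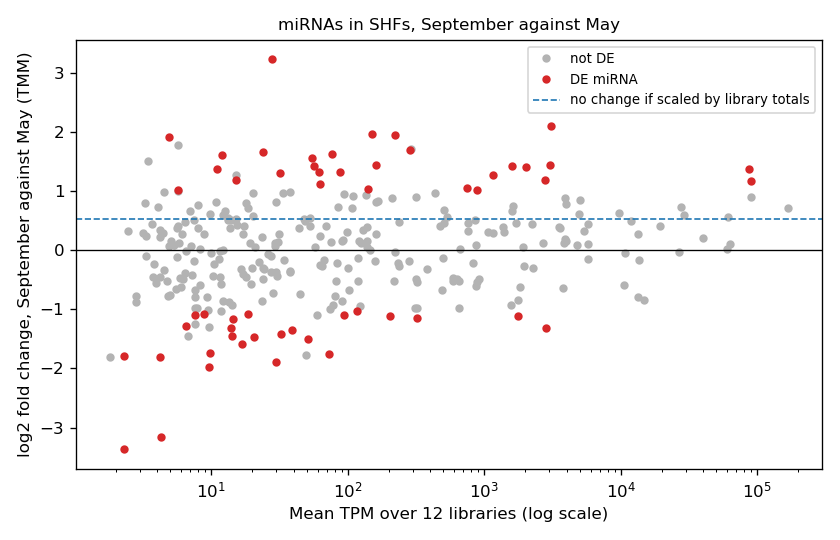
Log2 fold change of each of the 300 tested miRNAs in September against May after TMM normalization (vertical axis) against its mean TPM over the 12 libraries (horizontal log axis), with the 55 DE miRNAs in red. The dashed line, at 0.53, marks where a miRNA with no change would lie if libraries were scaled by their totals. Of the 29 miRNAs called higher in September, 9 were also called with library totals.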

The expression of miRNAs in the largest cluster (Cluster 1) progressively rose in telogen and peaked in early anagen (May), while markedly decreased in the following phases (anagen and catagen). These included miR-199a-3p, miR-30e-5p, miR-17-5p, and miR-146a, whose targets were functionally enriched in pathways and biological processes related to hair development and growth, including Notch, mTOR, FoxO, TGF-beta, and Rap1 signaling pathways, beta-catenin binding, and epithelial-to-mesenchymal transition (Figure 2A). 

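In the Cluster 1 formed here, the mean z-score of TPM was 0.17 in February, 0.66 in March and 1.37 in May, and then -0.74 in September, -0.86 in November and -0.60 in December. The rise within telogen differed between the sexes, from 0.36 to 1.02 in the male libraries and from -0.03 to 0.29 in the female libraries. Between adjacent months, the median log2 fold change of the 38 miRNAs was 0.24 from February to March, 0.25 from March to May and -1.23 from May to September. It was -0.06 from September to November, 0.29 from November to December and 0.45 from December to February.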

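miR-30e-5p had a TPM of 3519 ± 684 in telogen (SD, n = 4), 4965 ± 4.73 in May (SD, n = 2), 1388 ± 173 in September (SD, n = 2) and 1783 ± 671 in catagen (SD, n = 4). The spread in catagen comes from the female December library, at 2789, against 1430 to 1474 in the others. Its log2 fold change from May to September was -1.32 (standard error 0.30, adjusted p = 0.00725 from edgeR's quasi-likelihood test). miR-17-5p fell from a TPM of 3507 ± 37.1 in May to 1129 ± 177 in September (SD, n = 2 each), a log2 fold change of -1.11 (standard error 0.25, adjusted p = 0.00573, same test). For miR-199a-3p the TPM was 24701 ± 559 in May and 9521 ± 987 in September. Its log2 fold change was -0.85 (standard error 0.19, adjusted p = 0.00677), which stays under the 2-fold limit, and it was -1.38 and past the limit with scaling by library totals. miR-146a had a TPM of 938 ± 91.3 in May and 467 ± 118 in September, a log2 fold change of -0.49 that was not significant (standard error 0.35, adjusted p = 0.309). With library totals it fell by 1.00 on the log2 scale (adjusted p = 0.0265). miR-146a was called between catagen and telogen, where it was higher in telogen by a log2 fold change of 1.04 (standard error 0.25, adjusted p = 0.00755), a call that was kept in 5 of the 8 fits that each left out 1 telogen or catagen library. It was lost without the female February, the female March or the male December library, with a lowest value of 0.86. Its highest month was May with library totals. After TMM normalization its CPM was 801 ± 395 in February, 787 ± 388 in March and 741 ± 87.7 in May (SD, n = 2 each), differences within the spread of the libraries.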

All enriched KEGG pathways are shown in Figure S2A. These signatures manifested a series of active signaling processes that are important in HF development. The discovery that miRNA expression peaked during the initiation of a new cycle of hair growth suggested that these miRNAs may play an important role in promoting cell differentiation. In contrast, another major cluster (Cluster 2) contained miRNAs with enhanced expression in anagen (September) and sustained comparable expression in catagen, while their expression reached the lowest level in early anagen (May). This cluster included miR-151-3p, miR-378-3p, miR-143-3p, and miR-200a, which may regulate the transition from active growth to regression. 

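Within the Cluster 2 of this clustering, the mean z-score of TPM was lowest in May (-1.11) and highest in September (0.87), with 0.62 in November and 0.43 in December. In telogen it was -0.34 in February and -0.48 in March. The 32 miRNAs had a median log2 fold change of 0.02 from September to November and -0.15 from November to December, against -0.63 from December to February and -0.44 from March to May.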

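miR-151-3p rose from a TPM of 1444 ± 43.0 in May to 4285 ± 998 in September (SD, n = 2 each), a log2 fold change of 2.11 (standard error 0.31, adjusted p = 0.000976 from edgeR's quasi-likelihood test). In catagen its TPM was 4016 ± 732 (SD, n = 4). miR-378-3p rose from 2163 ± 48.8 to 4043 ± 221, a log2 fold change of 1.43 (standard error 0.16, adjusted p = 0.000227, same test), and stood at 3441 ± 340 in catagen. The telogen TPM of miR-378-3p was 2354 to 2404 in 3 libraries and 2881 in the male March library. With scaling by library totals, miR-151-3p kept its call at 1.57, and miR-378-3p was at 0.90, under the 2-fold limit.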

GO and KEGG analysis of their target genes found them related to cell death, such as ferroptosis, autophagy, apoptosis, cellular senescence, and signaling pathways, such as Hedgehog, TGF-beta, mTOR, and Hippo (Figure 2B and Supplementary File S1). Notably, ~70% of the genes in the ferroptosis pathway were their potential targets, whose expression strongly correlated with those of Cluster 2 miRNAs (Figure 2B). Recently, ferroptosis has been increasingly reported in multiple pathological conditions, but there are few reports on ferroptosis under physiological conditions such as HF growth or regression, in which apoptosis (another well-known regulated cell death form) was mostly studied [32,33,34]. Although these two predominant clusters showed opposite dynamic expression patterns, both demonstrated a sharp change of expression when in transit from early anagen to mid-anagen, compared to telogen−early anagen or anagen−catagen transitions. These results indicated the concordant expression changes of miRNA signatures, functioning together to orchestrate the annual cashmere growth. 

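Over all 300 tested miRNAs, the median absolute log2 fold change between the months was largest from May to September, at 0.52. It was 0.34 from March to May, 0.36 from December to February, and 0.19, 0.19 and 0.20 from February to March, from September to November and from November to December. For comparison, the female and male libraries of the same month differed by a median of 0.20 in May, 0.24 in September, 0.31 in February and 0.44 in March. In the female libraries alone the values were 0.59 from May to September and 0.52 from March to May, and in the male libraries alone 0.58 and 0.36. Between adjacent months in a fit with 6 month groups of 2 libraries, 52 miRNAs were called from May to September (28 higher, 24 lower) and 4 from December to February. None was called in the other transitions, where 52 miRNAs had an unadjusted p under 0.05 from March to May, 15 from February to March, 13 from September to November and 10 from November to December. DESeq2 called 7 from March to May. The sampled months are unevenly spaced, with 4 months between May and September.

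**Figure D2:**
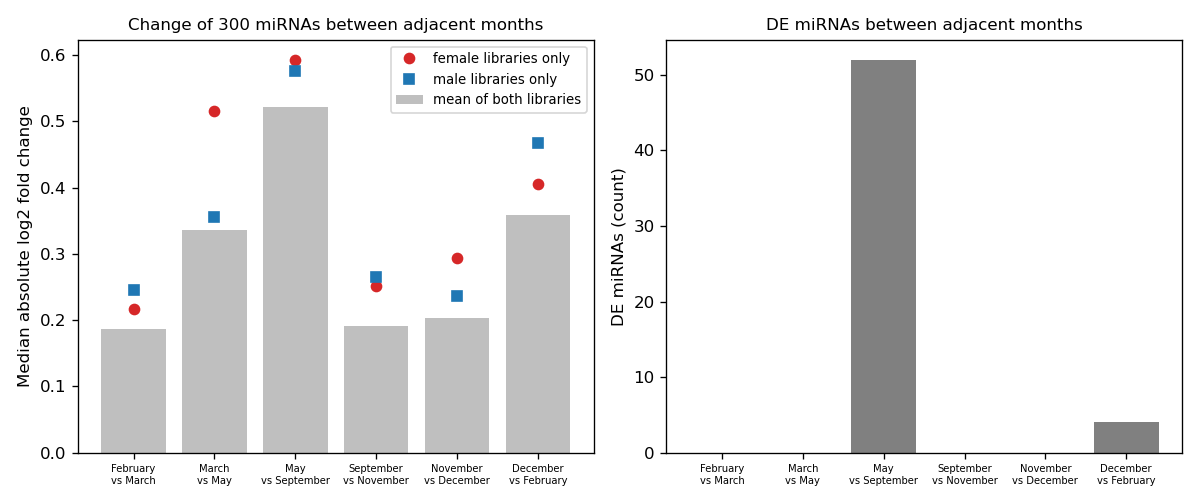
Left, median absolute log2 fold change of the 300 tested miRNAs between adjacent sampled months (vertical axis, log2 units), with bars for the means of both libraries of a month and points for the female and the male libraries alone. Right, number of DE miRNAs in each transition, which is 52 from May to September, 4 from December to February and 0 elsewhere.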

Cluster 3 was a small cluster of seven miRNAs identified as telogen-specific signatures with specifically high expression throughout telogen, including miR-9-5p and miR-29b-3p. It was observed in previous studies that miR-29a/b1 deficiency in mice accelerates hair follicle stem cell (HFSC) lineage progression in telogen. Conversely, the sustained miR-29a/b1 overexpression in telogen causes hair loss by inhibiting the proliferation of HFSCs and matrix cells and preventing their differentiation [21]. 

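The third cluster formed here had 9 miRNAs, with mean z-scores of TPM of 0.81 in February and 0.94 in March and between -0.28 and -0.52 in the other months. Its telogen values were higher in the male libraries (1.28 and 1.40) than in the female libraries (0.33 and 0.48). The cluster includes miR-122, miR-451-5p of a list of erythrocyte miRNAs, and miR-223-3p and miR-223-5p of a list of leukocyte miRNAs. For these members, blood in the telogen libraries cannot be told apart from a change in the follicle. The TPM of miR-29b-3p was 46.3 ± 17.3 in telogen (SD, n = 4) and 14.4 ± 2.83 in May (SD, n = 2), a log2 fold change to May of -1.91 (standard error 0.39, adjusted p = 0.022 from edgeR's quasi-likelihood test). In catagen it was 30.4 ± 3.05 (SD, n = 4), and the difference of telogen from catagen was not significant (log2 fold change 0.29, standard error 0.28, adjusted p = 0.422). It was higher in telogen in the female libraries but lower in the male libraries (-0.49). For miR-9-5p the TPM was 73.7 ± 13.7 in telogen, 41.2 ± 0.141 in May, 62.2 ± 4.93 in September and 62.8 ± 21.6 in catagen, where the female November library reached 94.9 against 49.1 to 56.5 in the others. Telogen and catagen did not differ in miR-9-5p (log2 fold change -0.12, standard error 0.24, adjusted p = 0.698), and the sign reversed to 0.23 with scaling by library totals. This miRNA was called higher than in May both in catagen (log2 fold change 1.18, adjusted p = 0.0116, lost without the female November library at 0.87) and in September. The increase from May to September of 1.12 (adjusted p = 0.026) was lost without the male March library (0.95). With library totals neither was significant, at 0.60 in catagen (adjusted p = 0.0941) and 0.59 in September (adjusted p = 0.15).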

Telogen-specific miRNA signatures may function in maintaining SHF homeostasis in a relatively dormant resting state by targeting genes involved in pathways regulating the pluripotency of stem cells, cell cycle, VEGF, and ErbB signaling (Figure S2B and Supplementary File S1). 

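The fourth cluster held 6 miRNAs, with mean z-scores of TPM of -1.13 in February, -0.72 in March, 0.75 in May, 0.26 in September, 0.46 in November and 0.38 in December. The female and male libraries differed in March (-1.45 and 0.01), September (0.80 and -0.29) and November (0.90 and 0.01). They were closer in February (-1.32 and -0.93), May (0.70 and 0.80) and December (0.26 and 0.50). The TPM of miR-423-5p was 387 ± 75.4 in telogen (SD, n = 4), 636 ± 16.4 in May, 643 ± 165 in September (SD, n = 2 each) and 576 ± 96.2 in catagen (SD, n = 4). Its log2 fold change from telogen to September was 1.08 (standard error 0.21, adjusted p = 0.00354 from edgeR's quasi-likelihood test), 0.73 with scaling by library totals and just under 1 (0.995) without the female March library, both under the 2-fold limit. Telogen was below catagen by a log2 fold change of -0.96 (standard error 0.18, adjusted p = 0.00207). miR-345-3p, a miRNA of low abundance, had a TPM of 19.9 ± 6.24 in telogen, 54.9 ± 1.38 in May, 27.9 ± 12.6 in September and 29.0 ± 7.68 in catagen. It was called between telogen and May (log2 fold change 1.29, standard error 0.31, adjusted p = 0.0341), a call kept in 3 of the 8 fits that each left out 1 library. Telogen was below catagen by -0.93 (adjusted p = 0.0192), short of a 2-fold change, and not significantly so with library totals (-0.54, adjusted p = 0.13). The lower level in September than in May was not significant (log2 fold change -0.43, adjusted p = 0.391, and -0.97 with library totals, adjusted p = 0.0595).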

The expression of miRNAs such as miR-423-5p and miR-345-3p in Cluster 4 was low during telogen and high throughout anagen and catagen. GO and KEGG analysis of target genes was found to be related to HF growth such as keratin filament, skin development, and Wnt and VEGF signaling pathways (Figure S2C and Supplementary File S1). Taken together, these identified miRNA signatures extended previous findings, and our results confirmed the markedly important roles of these miRNAs in cyclic cashmere growth and provided new insights into previously unexplored biological processes, thereby offering valuable starting points for future work.

### 2.3. Molecular Characteristics of Highly Expressed miRNAs in SHFs

Numerous miRNAs are highly expressed throughout the cashmere growth cycle, indicative of their essential roles in SHF formation and growth, regardless of whether they are differentially expressed between two different phases. To evaluate the overall impact of miRNAs on cashmere growth, we explored the highly expressed miRNAs with TPM ≥ 500 in at least two samples and their functional significance with enrichment analysis on their potential targets. 

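A TPM of at least 500 in at least 2 of the 12 libraries was reached by 83 miRNAs, which held 98.8% of the total TPM. They are the same 83 miRNAs as in the supplementary list. The number was 87 with 1 library required and 78 by the mean over the libraries.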

All 83 abundant miRNAs expressed in SHFs are listed in Supplementary File S2. Subsequent GO and KEGG analysis showed that the highly expressed miRNAs were enriched in many signal pathways or processes related to HF growth and development, and epidermis development, such as TGF-beta, Notch, Hippo, Hedgehog, VEGF, Rap1, mTOR, and ErbB signaling pathways, and pathways regulating the pluripotency of stem cells, cellular response to epidermal growth factor stimulus, regulation of epithelial-to-mesenchymal transition, and canonical Wnt signaling pathway (Figure 3A and Supplementary File S1).

To determine whether the miRNAs were preferentially expressed in SHFs, we performed RT-qPCR for a selected set of miRNAs in SHFs, PHFs, and the epidermis isolated from cashmere goat skin (Figure 3B–D). miR-143-3p was notable for its strong enrichment in SHFs. Its expression was about 10 times greater in SHFs than in the epidermis or in PHFs (Figure 3B). Conversely, the expression level of miR-203 in SHFs was only 1/8th that in the epidermis or PHFs (Figure 3C). Specific to the epidermis was miR-92a-3p, which was more abundant in the epidermis than in the hair follicles (Figure 3D). The results revealed the distinctive expression patterns of miRNAs in SHFs, PHFs, and the epidermis.

To investigate the expressed localization of miRNAs in hair follicles, we performed an RNA fluorescence in situ hybridization (FISH) assay for miR-143-3p and miR-203, both of which are particularly abundant in hair follicles. A strong miR-143-3p signal was evident in the matrix of SHFs (Figure 3E) and PHFs (Figure S3), whereas no signal was detected in the bulge. The results demonstrated that miR-143-3p was expressed in transit-amplifying matrix cells, but not expressed in pluripotent stem cells (Figure 3E), indicating a potential function in hair follicle stem cell progeny. A specific miR-203 activity was detected in the hair shaft (Figure 3F), which may support previous observations that downregulated miR-203 induces the inhibition of hair shaft growth [35], indicating that miR-203 may be involved in the terminal differentiation of cashmere follicles.

### 2.4. MiR-143-3p Directly Represses the Expression of Itga6

As miR-143-3p is particularly more abundant in SHFs than in the epidermis and PHFs in cashmere goats, it was selected for further analysis. Two programs (TargetScan and miRanda) were used to predict the target sites of miR-143-3p (Figure 4A). *Itga6* (integrin subunit alpha 6) was one of the predicted targets. *Itga6* is an essential marker gene for pluripotent cells of the hair follicle, which influences the balance between stem cell renewal and differentiation [36] and is targeted by miR-143-3p in human gallbladder carcinoma to suppresses tumor growth and angiogenesis [37]. The 5354–5360 region of the *Itga6* 3′ UTR contains a predicted miR-143-3p binding site (Figure 4A). To prove the direct binding of miR-143-3p on the 3′ UTR regions of the *Itga6* mRNA, we constructed a dual-luciferase reporter plasmid containing a fragment of the *Itga6* 3′ UTR across the miR-143-3p binding sites (Figure 4B). The dual-luciferase reporters were co-transfected with miR-143-3p mimics or control mimics (NC mimics) into the 293T cells. The dual-luciferase activity assays showed a significant reduction of *Itga6* expression by the miR-143-3p mimics. Conversely, the expression of *Itga6* was not affected when the miR-143-3p target site was mutated (Figure 4B). In addition, the endogenous expression of *Itga6* was significantly decreased in HFSCs with overexpressed miR-143-3p compared with the miRNA-NC group (Figure 4C,D). Moreover, overexpression of miR-143-3p significantly upregulated the expression of proliferation marker *Ki67* (Figure 4D). These results indicated that the effect of miR-143-3p on *Itga6* is direct and is mediated by a specific 3′ UTR target site in the secondary hair follicles of cashmere goats. miR-143-3p can enhance the proliferation of HFSCs or hair follicle stem cell progeny to regulate the SHF growth.

We next localized the expression of ITGA6 by immunofluorescent staining. In the anagen SHFs, high ITGA6 activity was restricted to the bulge and outer root sheath (ORS), but there was only a faint signal in the matrix region where miR-143-3p was abundant (Figure 3E and 4E). The discovery that ITGA6 and miR-143-3p were expressed in an opposite manner spatially suggested the negative regulation of ITGA6 by miR-143-3p. The localization results indicated that miR-143-3p may have an important effect on the hair follicle stem cell progeny in the hair matrix by repressing the expression of ITGA6. Taken together, our studies provided evidence that miR-143-3p acts by targeting and negatively regulating the expression of *Itga6*, thereby affecting the cell renewal and differentiation during cashmere growth.

### 2.5. Regulatory Network of miR-143-3p in SHF

To explore the potential roles and molecular mechanisms of miR-143-3p in regulating the SHF growth and/or regression, a regulatory network between miR-143-3p and its potential targets was constructed (Figure 5). In this network, each pair of miR-143-3p and target mRNA had similar expression profiles or opposite expression profiles determined by Pearson correlation coefficient (PCC) as correlated or anti-correlated interaction. Interactions between target genes were elicited from the BioGRID database (http://thebiogrid.org/, accessed on 25 May 2022) and filtered by PCC. According to the annotated functions, the target genes could be categorized into several groups, including signaling pathways or factors related to hair follicle morphogenesis and development, cell proliferation and differentiation, transcription and protein regulation, and various cell death programs (Figure 5). These findings provided additional insights into how miR-143-3p regulates SHF regeneration or regression in cashmere goats.

## 3. Discussion

In the current study, through systematic analysis of miRNAs from isolated secondary hair follicles, we identified and characterized differentially expressed or consistently highly expressed miRNAs across the annual growth cycle of cashmere and demonstrated their differential expression features and importance in cashmere regeneration and shedding. Most studies examining cashmere follicle miRNAs have been performed on goat skin, which is composed of multiple different cell types and accessory organs (HFs and sweat glands). Moreover, there are two types of HFs in goat skin—SHFs and PHFs. Compared with the synchronized seasonal growth of SHFs, the growth and apoptosis of PHFs are unsynchronous and occur throughout the year, regardless of the seasonal changes. To eliminate the influence of the proportions of the different cell types in the skin sample and/or of genes differentially expressed in a specific cell type, we analyzed the isolated SHFs instead of the skin samples; miRNAs characterized here were more specifically expressed in SHFs, and we largely avoided those from other cell types in the skin samples, especially removing the noise signatures of the phase transition from PHFs. Therefore, the functional analysis of predicted target genes clearly revealed the abundance of signaling pathways involved in the HF growth.

It was intriguing to find that early anagen is a markedly crucial phase of the miRNA signatures suggested by two predominant groups of miRNAs that exhibited completely opposite dynamic patterns, but both of which demonstrated sharp changes of expression when in transit from early anagen to mid-anagen. In addition, the expression of these miRNA either peaked or bottomed out in early anagen throughout the annual cashmere growth cycle. 

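After TMM normalization, 29 of the 85 DE miRNAs had their highest month mean in May and 33 their lowest, together 62 (72.9%). The same count was 41 for November, 27 for September, 15 for February, 14 for March and 11 for December. With scaling by library totals it was 64 for May, of which 34 were highest and 30 lowest. The 85 were selected by comparisons in which May is a group of its own, while telogen and catagen each pool a pair of months, which favours May in this count. Over all 300 tested miRNAs, a count added after seeing the data, May was the highest or lowest month for 170 (56.7%), followed by November with 136 (45.3%). Comparing the May libraries with the other 10 called 17 miRNAs, 5 higher and 12 lower in May, and with library totals 23 miRNAs, 19 higher and 4 lower. From the opposite patterns of Cluster 1 and Cluster 2, and from the sharp change of both on the way to mid-anagen, the paper proposes that the miRNA signatures mark early anagen as a crucial phase.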

Although the special patterns were discovered in early anagen, since the earlier time point (April) was not examined, it was possible that the predominant miRNAs exhibited the highest or lowest expression and striking changes in late telogen/early anagen. The concordant expression changes of these miRNA signatures to function together further confirmed the markedly important roles of these miRNA in regulating the phase transition and cyclic growth of cashmere.

Our results indicated that miR-143-3p was preferentially expressed in SHFs compared to the epidermis and PHFs. Analogous to the observation in Hu sheep, miR-143 was highly expressed in small-wave wool skin with the best lambskin quality, compared with large-wave wool skin [38]. In our study, miR-143-3p was in Cluster 2, which showed enhanced expression in anagen and catagen, while showing progressively reduced expression in telogen until reaching the lowest point in early anagen (May). This was consistent with and extended the previous observations of Shanbei white cashmere goats, where miR-143 was highly expressed in the hair follicles during anagen and catagen [39]. 

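By month, the TMM-normalized CPM of miR-143-3p was 124420 ± 6828 in September, 114130 ± 5545 in November and 110150 ± 14560 in December (SD, n = 2 libraries each). It was 81718 ± 1538 in February, 71704 ± 24390 in March and 55156 ± 2096 in May. The difference between February and March is within the spread of the March libraries. From May to September the log2 fold change was 1.17 (standard error 0.20, adjusted p = 0.00131 from edgeR's quasi-likelihood test), and it was between 1.00 and 1.17 with each telogen or catagen library left out in turn. That range does not test the May and September libraries, none of which was left out. From telogen to May the change of -0.48 was not significant (standard error 0.17, adjusted p = 0.0959, same test). With scaling by library totals, the change from May to September was 0.65 (adjusted p = 0.0095), in the same direction and under the 2-fold limit.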

Our RNA in situ hybridization results demonstrated that miR-143-3p is localized in the hair matrix, but not in the bulge. *Itga6*, a target of miR-143-3p, which was validated by dual luciferase assay, showed spatially differential expression with high activity in the bulge and outer root sheath, but a weak signal in the hair matrix. These results indicated a possible novel role for miR-143-3p in modulating SHF growth through negatively regulating ITGA6 expression.

In summary, we discovered and characterized miRNAs from isolated SHFs and demonstrated that miR-143-3p was preferentially expressed in SHFs and may regulate the cashmere growth by repressing *Itga6* expression in Liaoning cashmere goats. We therefore propose the miR-143-3p–*Itga6* axis as a novel pathway likely regulating the proliferation of stem cell progeny and/or HFSC lineage progression. As future studies are conducted, it will be interesting to explore whether the intervening miR-143-3p expression affects the cashmere quantity and/or quality.

## 4. Materials and Methods

### 4.1. Experimental Animals

All experimental cashmere goats were bred in the Modern Agricultural Production Base Construction Engineering Center of Liaoning Province, Liaoyang. Three male and three female cashmere goats, all 1.5 years old, were selected in each time point (February, March, May, September, November, and December). A piece of back skin (0.5 × 0.5 cm) was acquired from each animal and brought to laboratory in precooled saline. The secondary hair follicles were isolated by cutting out the epidermis and removing the connective tissues, and they were separated from the primary hair follicles under a dissecting microscope (SMZ150, Motic, Xiamen, China). The separated clean SHF clusters were temporarily immersed in precooled saline placed on ice and collected every 10 min.

### 4.2. Small RNA Library Preparation and Small RNA Sequencing

Total RNA was extracted from these secondary follicles using RNAiso Plus as per the manufacturer’s instructions (Takara, Dalian, China). A 1% agarose gel assay confirmed the lack of decomposition and contamination of the extracted RNA. The quality of total RNA was detected by Nanodrop (detected OD 260/280) (Thermo Fisher, San Francisco, CA, USA), Agilent 2100 (Agilent Technologies, Santa Clara, CA, USA), and electrophoresis. RIN values exceeded 8.5. A total of 3 µg RNA per sample was used as the basis for small RNA library construction by the sequencing company (Novogene, Beijing, China). Finally, the small RNA library was sequenced on the Illumina HiSeq 2500 platform (Illumina, San Diego, CA, USA).

### 4.3. Sequencing Analysis

Clean data were obtained after trimming adapter sequences from the raw sequence reads and removing reads with unknown “N” bases. Filtered reads were mapped to the reference genome (CHIR_2.0) [24]. The abundances of the miRNA sequencing reads were reported in TPM using the Bowtie (v.0.12.9) pipeline to evaluate the expression level of miRNAs. Differentially expressed miRNAs between the consecutive phases were identified using the edgeR package (v.3.38.4) as were those showing 2-fold or more changes and a false discovery ratio (FDR) of <0.05 with the expression greater than 5 counts per million reads in at least two samples

### 4.4. Clustering Analysis, and Enrichment Analysis

Hierarchical clustering was performed using the pheatmap package (v.1.0.12) in R based on the TPM data for DE miRNA genes. Enriched GO (biological process) and KEGG pathway (cellular processes and environmental information processing) analyses were performed using the R module of clusterProfiler (v.4.4.4). An adjusted *p* value < 0.05 was considered statistically significant. A regulatory network was constructed using Cytoscape (v.3.8.2) software to illustrate the relationships between miRNAs and their target genes [40].

### 4.5. Quantitation of Selected miRNA by RT-qPCR

Total RNA of the secondary follicles in telogen and anagen were extracted by RNAiso Plus (Takara, Dalian, China). RNA quality was detected by RNA electrophoresis and measuring the OD 260/280 of RNA. Customized primers for reverse transcription were designed according to the stem-loop method [41]. The reserve transcription kit was used according to instructions (Takara, Dalian, China). The U6 gene was used as the reference gene. The real-time qPCR was performed by a fluorescent quantitation instrument for polymerase chain reaction (Thermo Fisher, San Francisco, CA, USA). The relative expression changes were calculated by the 2^−ΔΔCt^ method. All the primers used for RT-qPCR are listed in Table S2.

### 4.6. In Situ Hybridization

Freshly collected skin samples were quickly frozen with liquid nitrogen. The frozen skin samples were embedded in OCT medium (REF4583, Sakura, Torrance, CA, USA). Samples were sectioned into 8 μm slices using a freezing microtome machine (CM1860, Leica, Shanghai, China). Locked nucleic acid (LNA) probes were compounded in GeneBio Biotech Co., Ltd. (Shanghai, China). The miR-143-3p probe sequence: CGAGCTACAGTGCTTCATCTCA. The miR-203 probe sequence: CTAGTGGTCCTAAACATTTCAC. The in situ hybridization processes followed the published protocol [42].

### 4.7. Immunofluorescence Staining of Skin Tissues

Frozen sections were used for immunofluorescence staining. Sections were air-dried for 20 min and fixed in 4% paraformaldehyde (Servicebio, Wuhan, China) for 10 min. They were blocked with non-specific staining by incubating with 10% donkey serum (Servicebio, Wuhan, China) in PBS-T (1XPBS with 0.2% Triton X-100) for 2 h at room temperature. We added ITGA6 monoclonal antibody (CAT: MA5-16884, Thermo Fisher, Waltham, MA, USA) diluted in PBST (1XPBS with 0.05% TritonX-100, 1:200) with 1% BSA and incubated overnight at 4 °C. A negative control used the incubation buffer without the primary antibody. Samples were then incubated with Alex Fluor 594 conjugated donkey anti-rat IgG (CAT: A-21209, Thermo Fisher, Waltham, MA, USA) for 1 h in the dark. Slides were counterstained by DAPI and mounted, then visualized and imaged using a fluorescence microscope (DM2500, Leica, Shanghai, China). Images were processed with ImageJ software (v.1.52).

### 4.8. Vector Construction

miR-143-3p mimics and corresponding negative controls (NC mimics) were synthesized by Shanghai Sangon Biotech Co., Ltd. (Shanghai, China). The miR-143-3p mimic sequence was 5′-UGAGAUGAAGCACUGUAGCUCG-3′, and the NC mimic sequence was 5′-UUGUACUACACAAAAGUACUG-3′. The *Itga6*-3′UTR sequence containing the miR-143-3p binding site was amplified by PCR using cDNA from goat SHFs with a pair of primers, *Itga6*-WT-UTR-F and *Itga6*-WT-UTR-R. Then, the amplified fragments were cloned in Dual-Luciferase miRNA Target Expression Vector (Promega, Madison, WI, USA) using *Pme* I and *Xba* I enzymes (NEB, Ipswich, MA, USA). The vectors were named *Itga6*-WT. Next, the *Itga6*-Mut vectors were generated with a mutagen in the miR-143-3p binding site by two pairs of mutagenic primers, *Itga6*-Mut-UTR-F and *Itga6*-Mut-UTR-R, using Mut Express II Fast Mutagenesis Kit V2 (Vazyme, Nanjing, China). All the primers used for vector construction are listed in Table S2.

### 4.9. Dual-Luciferase Assay

The empty plasmid was used as a blank control. The miR-143-3p mimic and NC mimic were co-transfected by Lipofectamine 2000 (Thermo Fisher, Waltham, MA, USA) into HEK293T cells with empty, *Itga6*-WT, or *Itga6*-Mut vectors when the cells were about 80% confluence in 96-well plates. After 48 h of co-culture, luciferase activity was examined using Dual-Luciferase Reporter Assays (Promega, Madison, WI, USA). The Infinite M200 Pro (TECAN, Männedorf, Switzerland) microplate reader detected the numerical size of luciferase, and the ratio of firefly luciferase values to Renilla luciferase values was calculated for analysis. Experiments were performed in triplicate.

### 4.10. Cell Culture and Transfection

The secondary hair follicle stem cells isolation processes followed the published protocol [43]. The secondary hair follicle stem cells of 2nd passage (P2) were seeded in 24-well plates to 80% confluence and the miR-143-3p mimic and NC mimic were transfected using Lipofectamine 2000 (Thermo Fisher, Waltham, MA, USA) according to the manufacturer’s instructions. At 48 h after transfection, cells were collected to detect the expression of miR-143-3p, *Itga6*, and *Ki67* by RT-qPCR.

### 4.11. Statistical Analysis

The *t* test was employed to analyze the significance of RT-qPCR data, and GraphPad Prism software (v.8.0.1) was used in the dual-luciferase reporter assay. A *p* value of <0.05 was considered statistically significant.

## 5. Conclusions

In summary, we discovered and characterized miRNA signatures from isolated SHFs. We demonstrated that many SHF miRNAs were expressed concordantly to function together, suggesting the markedly important roles of these miRNAs in regulating the SHF formation and cyclic growth. In addition, a functional analysis of predicted target genes clearly revealed the numerous signaling pathways involved in SHF regeneration and regression, including the ferroptosis pathway during anagen and catagen, which was not previously reported in the regression of hair follicles. We further revealed that miR-143-3p was preferentially expressed in SHFs and regulated the cashmere growth by repressing *Itga6* expression in Liaoning cashmere goats. Our identified miRNAs and pathways contribute to future research and provide a variety of promising targets for cashmere production.

## Figures and Tables

**Figure 1:**
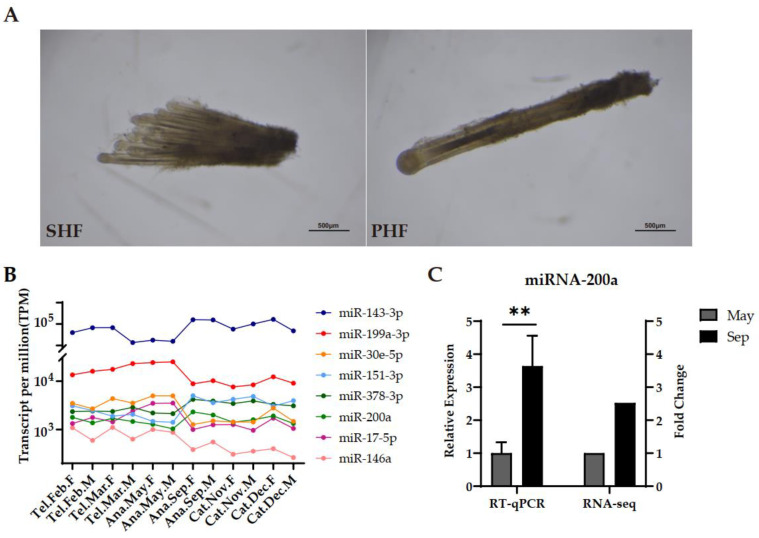
Two types of hair follicle and representative miRNAs identified in SHFs from Liaoning cashmere goats. (**A**) The SHF group (left) and PHF (right) isolated in vitro from the back skin of Liaoning cashmere goat. (**B**) Expression patterns of representative miRNAs. TPM, Transcripts Per Million; Ana, anagen; Cat, catagen; Tel, telogen; F, female; M, male. (**C**) Relative expression of miR-200a in May and September detected by RT-qPCR (left *y*-axis). Fold change is the ratio of mean TPM in September to that in May in sequencing data (right *y*-axis). Data are means ± SD for all bar graphs. *n* = 3 for bar groups. ** *p* < 0.01. Significant analysis was performed by one-sided Student’s *t* test.

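In the sequencing data, the TPM of miR-200a was 1158 ± 177 in May (SD, n = 2 libraries) and 2156 ± 224 in September (SD, n = 2), a ratio of the means of 1.86. The increase was present in both sexes, from 1283 to 2314 in the female libraries and from 1032 to 1997 in the male libraries. After TMM normalization the log2 fold change was 1.43 (standard error 0.23, adjusted p = 0.00131 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With scaling by library totals alone it was 0.90 (adjusted p = 0.00495 from the same test), under the 2-fold limit. With each telogen or catagen library left out of the fit in turn, the log2 fold change stayed between 1.26 and 1.43. No May or September library was left out, so this range does not test the libraries compared. The TPM was 1585 ± 192 in telogen (SD, n = 4) and 1562 ± 254 in catagen (SD, n = 4).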

**Figure 2:**
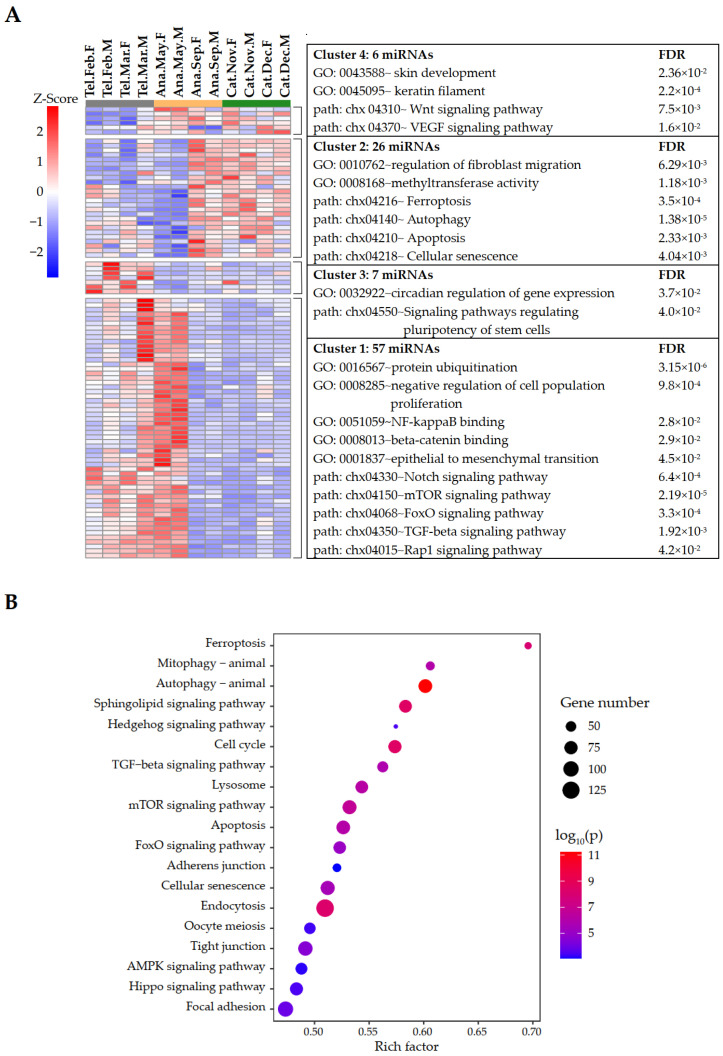
Differentially expressed miRNAs between different phases. (**A**) Hierarchical clustering of differentially expressed miRNAs and functional analysis of their targeted genes. Gene ontology (GO) and KEGG analysis of the targeted genes of DE miRNAs. Ana, anagen; Cat, catagen; Tel, telogen; F, female; M, male; FDR, false discovery rate. (**B**) KEGG pathway enrichment analysis of Cluster 2 miRNA target genes.

**Figure 3:**
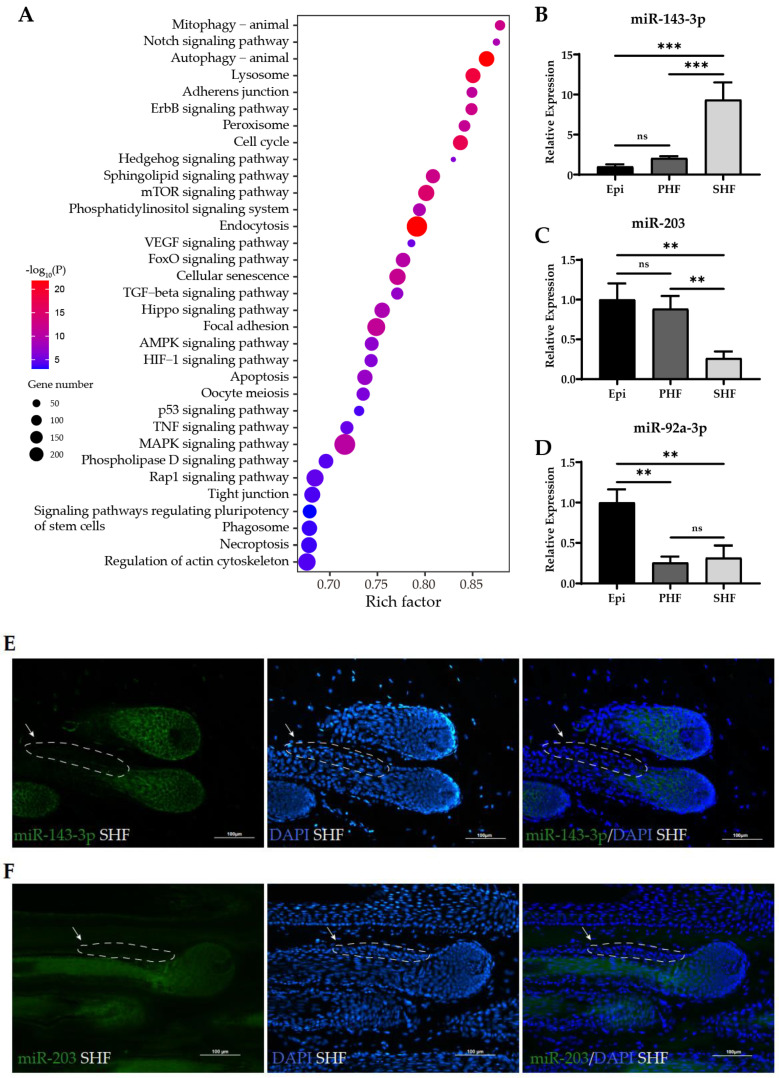
Functional analysis of highly expressed miRNAs in SHFs and differential expression of selected miRNAs. (**A**) KEGG pathway enrichment analysis of target genes of highly expressed miRNAs (TPM ≥ 500 in at least two samples). Rich factor indicates the ratio of target genes enriched in the pathway to genes annotated in the pathway. (**B**–**D**) Relative expression in the epidermis, PHFs, and SHFs of miR-143-3p (**B**), miR-203 (**C**), and miR-92a-3p (**D**) by RT-qPCR. *n* = 3 for all groups. Data are means ± SD for all bar graphs. Significant analysis was performed by one-sided Student’s *t* test. ns, not significant; ** *p* < 0.01; *** *p* < 0.001. Epi, epidermis; PHF, primary hair follicle; SHF, secondary hair follicle. (**E**,**F**) Fluorescence in situ hybridization (FISH) assays of miR-143-3p (**E**) and miR-203 (**F**) in SHFs during anagen. The green signals represent the expression of miR-143-3p or miR-203. All nuclei were stained with DAPI (blue). White arrowheads indicate the bulge region outlined by dashed line. Scale bars, 100 μm.

**Figure 4:**
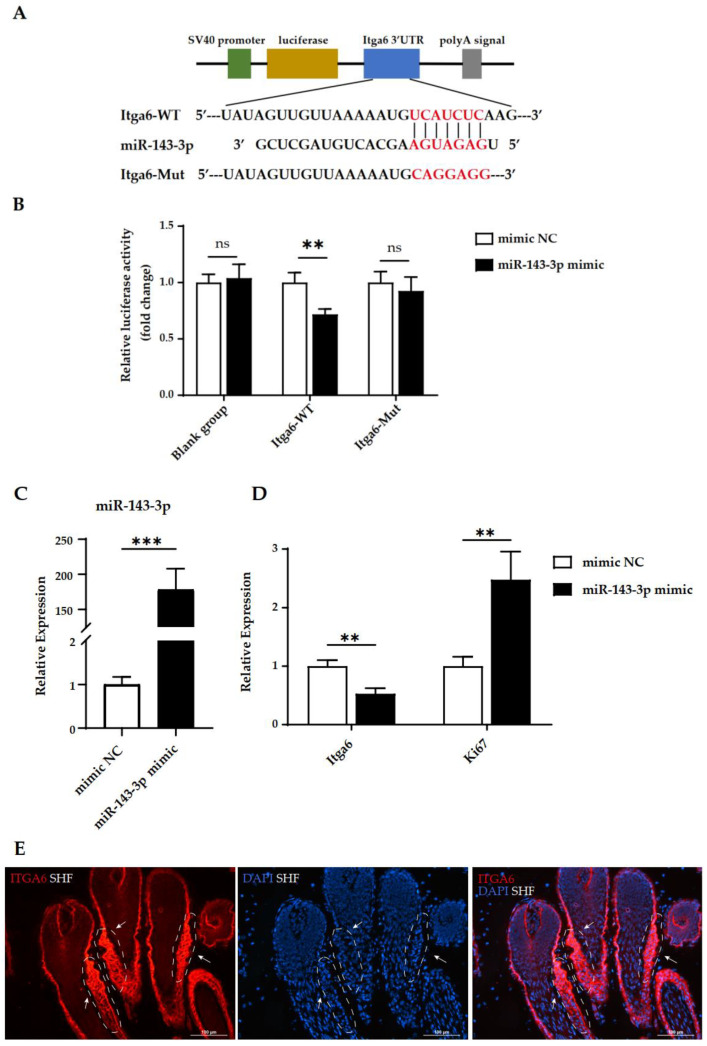
miR-143-3p directly represses the expression of *Itga6* in SHFs. (**A**) The wild-type or mutant *Itga6* 3′UTRs determine the miR-143-3p binding site. (**B**) The relative luciferase activity of the wild-type or mutant *Itga6* 3′UTR in 293T cells after transfections with the miR-143-3p mimic and corresponding control. (**C**) The expression of miR-143-3p after a transfection with miR-143-3p mimic, negative control (NC). (**D**) Relative expression of *Itga6* and *Ki67* after the overexpression of miR-143-3p in secondary HFSCs. *n* = 3 for all groups. Significant analysis was performed by one-sided Student’s *t* test. Data are means ± SD for all bar graphs. ** *p* < 0.01, *** *p* < 0.001, ns, not significant. (**E**) Expression of ITGA6 in SHFs was examined by immunofluorescence. The red signals represent ITGA6 staining. The nuclei were stained with DAPI (blue). White arrowheads indicate the bulge region outlined by white dashed lines. Scale bars, 100 μm.

**Figure 5:**
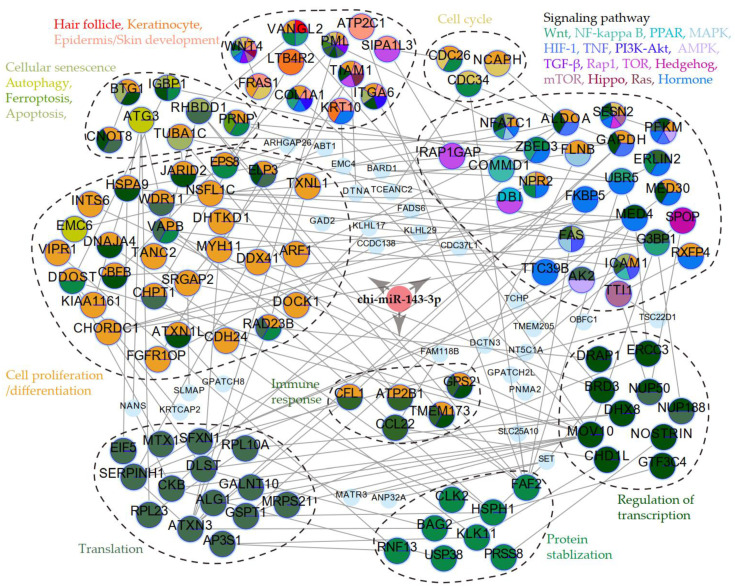
Regulatory network of miR-143-3p and its target genes. Colors represent different biological functions. The interactions between miR-143-3p and its target genes are indicated by three arrowheads in bold gray.

## Data Availability

All results obtained in this study are available in the Supplementary Materials.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24021063/s1.

How the deposited data were processed for this re-analysis (not part of the article)

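The data are small RNA libraries of secondary hair follicles from Liaoning cashmere goats, 12 libraries in all, with 1 library of female and 1 of male goats in each of 6 months. Months were grouped by the paper's phases into telogen (February and March, 4 libraries), early anagen (May, 2 libraries), mid-anagen (September, 2 libraries) and catagen (November and December, 4 libraries). Each library was treated as 1 replicate of its group. The paper describes 3 male and 3 female goats per time point, and its text does not name how they were combined into libraries.

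The authors trimmed the reads, mapped them to CHIR_2.0, identified miRNAs with miREvo and mirDeep2 and quantified them with Bowtie. They deposited a count of each of 376 miRNAs in each library, not normalized, and its TPM. The deposited TPM values differ from the count divided by the library total, on the same scale, by at most 0.005. Adapter trimming, mapping and the assignment of reads that match several miRNAs are therefore already part of the values and were not repeated. For each month, the counts of both libraries differed by far more than sampling noise (chi-square between 75.5 and 734 times its degrees of freedom), so none was taken for the same library deposited again. This does not bear on repeat preparations of one sample, and that the libraries are of female and of male goats rests on their labels.

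Counts were analysed in R 4.3.3 with edgeR 4.0.16. A miRNA was tested when it had more than 5 CPM in at least 2 libraries, which 300 miRNAs did. Library sizes were adjusted by TMM, and group differences were tested with glmQLFit and glmQLFTest in a single fit of all 12 libraries with 4 groups, which share one estimate of the spread because May and September have 2 libraries each. A DE miRNA has an adjusted p (Benjamini-Hochberg within a comparison) under 0.05 and at least a 2-fold change. Adjacent months were compared in a fit with 6 month groups, May was also set against the other 10 libraries, female and male libraries were compared with month as a term, and the sex difference in telogen was set against that in catagen. Standard errors are the log2 fold change divided by the square root of the test's F statistic. Log2 levels for correlations, principal components and transitions are TMM-normalized CPM with a prior count of 1. Shares of counts carry 95% Wilson intervals. A fold against a group whose libraries all have at most 3 counts is given as a lower bound against that floor.

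The depth was 3135292 to 5788032 counts per library, with a median of 4469051. At this depth the floor of 3 counts is below a TPM of 1, and counting error is small for all but the least abundant miRNAs. Differences between libraries of a month exceed it, so the 2 libraries of May and of September limit the precision. The paper's text does not name sequencing batches.

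The miRNAs named in the text were chosen by a fixed rule. They are those that the paper names for the sequencing data, miR-92a-3p, which it names for RT-qPCR, up to 3 with the largest change in each direction among those called with libraries of the groups not overlapping, and the members of 8 lists (erythrocyte, leukocyte, muscle, endothelium, epidermis, mesenchyme, an imprinted cluster and the miR-17-92 cluster). Outside this rule, miR-27b-3p and miR-21-5p, as abundant miRNAs, and the precursors whose arms are compared were named after their values were seen.

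Alternatives were DESeq2 1.42.0, edgeR's likelihood-ratio and exact tests, RLE normalization, scaling by library totals, other filters on low counts, fits of only the groups compared, sex as a block, no minimum fold change, each telogen or catagen library left out in turn, and other clustering settings. Ratios of the arms of a precursor were tested with limma 3.58.1 on log2 ratios of counts with 1 added to each arm. Which miRNA genes neighbour each other was taken from RefSeq genes of goat assembly ARS1.2, another assembly than the authors', so no coordinates are given.

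The tests were checked on simulated counts drawn from the means, totals and spread of the libraries, with known 4-fold changes. All miRNAs were given a common spread around their mean over the 12 libraries. Changes near the 2-fold limit were not simulated, so how many of those are recovered is not known. From catagen to telogen, 195 of 195 changed miRNAs were recovered and 1 of 98 unchanged ones was called, with a median error of -0.23 on the log2 scale. From May to September, 194 of 194 changed miRNAs were recovered and 0 of 96 unchanged ones were called. In the sex interaction, 53 of 60 were recovered and 4 of 230 unchanged ones were called. For arm ratios, 26 of 30 changed precursors were recovered and 1 unchanged one was called. Target prediction, RT-qPCR, hybridization and luciferase data were not analysed here.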

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

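Of the tests here, that of the erythrocyte list on miR-122 was chosen only after the result was seen. The thinning of counts was chosen after other data had been seen.

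In 38 groups of 4 libraries (total counts, TMM factors, the share of the 10 most abundant miRNAs and the TPM of the 16 miRNAs named by the paper, in telogen and in catagen), 4 had a library far from the other 3, measured as its gap to the nearest library over the range of the group. By chance about 1.9 of 38 are found. In catagen, the female December library had a lower share of the 10 most abundant miRNAs (72.7% against 74.5% to 74.8%, ratio 0.843) and a higher TPM of miR-30e-5p (2789 against 1430 to 1474, ratio 0.968). The female November library had a TPM of miR-9-5p of 94.9 (ratio 0.839), and in telogen the male March library had a TPM of miR-378-3p of 2881 (ratio 0.905). No biological explanation was tested for these single libraries, and the depth of the female December library (4498742 counts) lies within the range of the catagen group.

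The difference between male and female libraries was not the same in telogen and catagen for 4 miRNAs, among 300 tested with edgeR's quasi-likelihood test on the interaction, and 64 had an unadjusted p under 0.05. The log2 interaction was 5.11 for miR-122 (adjusted p = 0.000887), 2.61 for novel_120 (adjusted p = 0.0279), 1.72 for miR-450-5p (adjusted p = 0.0198) and -1.81 for miR-150 (adjusted p = 0.0161). The adjusted p-values rest on 2 libraries per sex and phase. In both telogen months miR-122, novel_120 and miR-450-5p were higher and miR-150 was lower in the male library, and in both catagen months novel_120 and miR-450-5p were lower and miR-150 was higher in the male library. A difference in depth is argued against, since all 4 calls were kept in the same direction after every library was thinned to the smallest total. The telogen and catagen libraries were also split into 2 and 2 in all 18 ways, of which 2, the real one included, gave as many calls. Whether the calls exceed chance cannot be told from this, as 18 splits are too few to give a share under 0.05. Every split with any call kept the female and male telogen libraries apart, and splits that mixed them gave none. The calls thus went with the split of the telogen libraries by sex, also where the catagen libraries were split otherwise. DESeq2 called 14 (9 higher, 5 lower) and scaling by library totals 11 (10 higher, 1 lower), against 3 higher and 1 lower. Sex and the season of the animals stay open as biological explanations.

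miR-122 had a TPM of 73.2 in the male February and 87.3 in the male March library, against 0.48 to 4.45 in the other 10 libraries. A mixture with blood was examined with the erythrocyte list, of which 2 of 8 members were tested (miR-451-5p and miR-144-5p, mean TPM 23.6 and 9.57). Male minus female in February and March, the mean log2 difference was 1.31 for the erythrocyte miRNAs (1.25 for miR-451-5p and 1.37 for miR-144-5p) against 5.03 for miR-122. Over the other 4 months the mean differences were -0.49 and -0.07. The log2 differences start from different levels, so their sizes decide nothing, and blood as a source of miR-122 cannot be told apart from a change in the follicle. RNA of another tissue carried into both male telogen libraries stays open, and so does a difference between the animals.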

How the results depend on the processing

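Alternatives were set before the data were examined, apart from thinned counts, library totals without the 10 most abundant miRNAs, all tested miRNAs in the count of peak months, and 2 filters on the counts of arms, which were chosen after seeing the data. Among the counts, shares and medians compared with an alternative, 181 stayed close to the main value (a count within 1.5 times) and 58 moved further.

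The number of precursors with a changed arm ratio between May and September was 33. It was 19 with at least 100 counts of both arms in every library and 25 with a mean of at least 100 counts in both arms. The first of these filters was applied first and the mean was taken in its place once its result was known, because a minimum in every library removes miRNAs that fell. Fewer precursors were tested under both, 25 and 34 instead of 82.

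The 85 DE miRNAs became 75 to 99 under DESeq2, the likelihood-ratio and exact tests, RLE normalization, other filters and fits of only the groups compared, and 121 with library totals. They became 166 without a minimum fold change and 30 with each group against all other libraries, where fewer and larger contrasts were made. Across the 8 fits that each left out 1 telogen or catagen library, the number was 75 to 110.

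Calls between telogen and May, 7 in the main setting, were 13 with DESeq2, 13 with the likelihood-ratio test, 4 with library totals, 0 in a fit of only these groups and 16 without a minimum fold change. They ranged from 1 to 27 when a library was left out, with 1 without the male February library and 27 without the male March library. Of the 7, 1 was called in all 8 of those fits. September and catagen differed in 1 miRNA instead of 0 with DESeq2, the likelihood-ratio test, the exact test, RLE normalization and at least 10 counts in every library, and in 0 to 1 when a library was left out (1 without the male March or the male November library). The main setting had 23 with an unadjusted p under 0.05. May and catagen differed in 82 with library totals and 111 without a minimum fold change (50 in the main setting, 40 to 57 when a library was left out). Without a minimum fold change, calls were 102 between May and September, 105 between catagen and telogen and 76 between telogen and September. A fit of only telogen and September called 18. When a library was left out, calls ranged from 53 to 69 between May and September, 23 to 37 between catagen and telogen and 26 to 37 between telogen and September. Of the main calls, 46 of 55, 16 of 32 and 18 of 28 were called in the same direction in all 8 fits. Leaving out a May or a September library leaves 1 library in its group, so no such fit was made. The calls kept between May and September therefore do not test the single libraries of these months.

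Between adjacent months, March and May differed in 7 miRNAs with DESeq2 and 3 with the likelihood-ratio test, against 0. December and February differed in 10 with DESeq2, 8 with the likelihood-ratio test and 8 without a minimum fold change, against 4. May and September differed in 79 with library totals and 92 without a minimum fold change, against 52. May against the other 10 libraries gave 27 calls without a minimum fold change. Female and male libraries differed in 1 miRNA with the likelihood-ratio test, against 0 in the main setting (34 with an unadjusted p under 0.05) and 0 when any month was left out. The sex interaction gave 14 calls with DESeq2, 17 with the likelihood-ratio test and 11 with library totals, against 4. For all these changes the cause was not tested, apart from those that follow from dropping the fold change limit or from fewer libraries.

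The share of the 2 largest clusters was 90.6% with average linkage and 70.6% with z-scores of log2(TPM + 1), against 82.4%. The median absolute log2 change from February to March (0.19) was 0.22 with library totals, 0.16 with at least 10 counts in every library, 0.22 in female and 0.24 in male libraries. From March to May (0.34) it was 0.52 in female libraries. From May to September (0.52) it was 0.68 with library totals, 0.55 with at least 10 counts in every library, 0.59 in female and 0.58 in male libraries. From September to November (0.19) it was 0.20 with library totals, 0.25 in female and 0.27 in male libraries. From November to December (0.20) it was 0.29 in female libraries, and from December to February (0.36) 0.41 in female and 0.47 in male libraries. The transition from May to September was the largest in the female libraries, in the male libraries and with library totals. May was the highest or lowest month of 62 of the 85 DE miRNAs and of 170 of all 300 tested, where more miRNAs were counted. With all 12 libraries required within the limits, 21 miRNAs had a TPM between 1000 and 5000, against 33.

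A set of results of single miRNAs was compared with DESeq2, RLE normalization, library totals, sex as a block and each sex alone. This set does not hold every comparison of the named miRNAs, nor the fits with a library left out. Within it, 7 lost and 2 gained a call, 1 moved by more than the spread between the sexes, and 6 results reversed. From May to September miR-203 (0.10) was -0.42 with library totals and -0.18 in the female libraries, and miR-92a-3p (0.19) was -0.34 with library totals and -0.12 in the male libraries. From catagen to telogen miR-9-5p (-0.12) was 0.23 with library totals and miR-29b-3p (0.29) was -0.49 in the male libraries. None of these was called in the main setting, and the cause was not tested. Within this set, library totals account for 6 of the 7 lost calls, both gained calls and 3 of the reversals. Outside it, library totals changed further calls. Lost were, for example, miR-423-5p between telogen and September (0.73) and miR-9-5p between May and catagen (0.60). Gained was, for example, miR-199a-3p between May and catagen (-1.40).

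Sex was also fitted as a replicate block. Sex does not pair the libraries over the whole year, as deviations of the female and male libraries correlated over 0.1 in 6 of 15 pairs of months (from -0.096 to 0.644, median 0.091). The highest value, 0.644, was that of February and March, so the telogen libraries share a deviation by sex. With sex as a block, calls between telogen and May numbered 15, and miR-146a between catagen and telogen had a log2 fold change of 0.99, just under the limit. The other counts of calls stayed within 1.5 times of the main ones, with 87 DE miRNAs in all.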

Differences from the paper's values

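The alternatives named here were set before the data were examined. No value given in the paper's text for these measures differed from the main value by more than 1.5 times. The paper reports 96 DE miRNAs and 85 were called here. DESeq2 and the fit of 6 month groups with 15 pairwise comparisons both gave 96, and the likelihood-ratio test and the fit without a filter on low counts both gave 97. The paper's 23 miRNAs with a TPM above 5000 compare with 25, and its 34 between 1000 and 5000 with 33. None of the alternatives gave 23 or 34. The paper's 338 published miRNAs and 38 candidates compare with 339 and 37, and miR-203, which the paper counts as a candidate, carries a goat miRNA name in the tables. The paper's 89 named and 7 candidate DE miRNAs compare with 80 and 5, and its share of 86% in both large clusters with 82.4%.

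Cluster 1 holds about 57 miRNAs in Figure 2A, read by eye, against 38 here, Cluster 2 about 26 against 32, Cluster 3 about 7 against 9 and Cluster 4 about 6 against 6. The increase of miR-200a from May to September is about 2.5 in Figure 1C, read by eye, where the ratio of mean TPM is 1.86 in the deposited values. After DESeq2's or RLE scaling it was 2.61, with sex as a block 2.69, and in the TMM-normalized female and male libraries alone 2.66 and 2.73.

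The paper lists miR-199a-3p and miR-146a with the miRNAs that peak in May and fall afterwards. Here miR-199a-3p had its highest month in May under both scalings and fell by 0.85 on the log2 scale to September (adjusted p = 0.00677, edgeR's quasi-likelihood test), short of the 2-fold limit, so that it was not called in any comparison. The change of miR-146a from May to September was -0.49 (adjusted p = 0.309, same test). Its CPM was highest in February after TMM normalization (801 ± 395, against 741 ± 87.7 in May, SD, n = 2 each), within the spread of the libraries, and in May with library totals. With library totals both were called, at -1.38 for miR-199a-3p, while miR-146a fell by 1.00 on the log2 scale. The paper lists miR-9-5p and miR-29b-3p as specifically high in telogen. Here miR-29b-3p had its highest month in February under both scalings, and miR-9-5p in November, or March with library totals, rankings that lie within the spread of the libraries after TMM normalization (miR-9-5p 88.4 ± 40.2 in November and 70.9 ± 27.3 in March, SD, n = 2 each). Neither was called between catagen and telogen (-0.12 and 0.29). The paper describes miR-345-3p as high throughout anagen and catagen. Its TPM was 54.9 in May and 27.9 in September, but this fall was not significant (log2 fold change -0.43 after TMM normalization, adjusted p = 0.391, edgeR's quasi-likelihood test). Its difference between telogen and September was not significant (0.86, adjusted p = 0.0677).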

Other observations

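The tests of calls kept under library totals, of calls in both directions, of the splits by sex, of the imprinted list against all miRNAs, of the mesenchyme list and of arms with few counts (under both filters) were chosen only after the result was seen. The other tests were set up before their values were computed.

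The calls between May and September were set against a common scaling difference. Library totals move all fold changes towards May, by 0.53 on the log2 scale. That the 26 miRNAs called higher in May were all still called therefore follows from the shift, and for them a scaling difference cannot be told apart from a change in May. Of the 29 called higher in September, 29 were still higher and 9 still called with library totals. Both numbers follow in part from the shift, so whether the other increases pass the 2-fold limit cannot be told apart from the scaling. As the whole cause of the calls a common scaling difference is argued against, since one factor moves all miRNAs the same way. Calls went in both directions with TMM (29 higher and 26 lower in September) and with library totals (9 and 71). When the 10 most abundant miRNAs were left out of the totals, the median log2 fold change moved from -0.46 to -0.0365. This is consistent with a few abundant miRNAs, which take a larger share of the September libraries, shifting all others under library totals. A difference in depth is argued against, since 50 of the 55 calls were kept in the same direction after every library was thinned to the total of the smallest.

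How often other groupings gave as many calls was counted. Of the 66 pairs of libraries set against the other 10, 2 gave at least the 17 calls of the May pair, namely May itself and the female February and March libraries, also with 17. Of 35 splits of the telogen and catagen libraries into 4 and 4, only the real one gave as many as 32 calls. For female against male libraries, where no miRNA was called and 34 had an unadjusted p under 0.05, 5 of the 32 splits that keep 1 library of each month in each group, the real one included, had as many miRNAs at that level, so chance stays open.

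The female and male telogen libraries stand apart from each other. On the second principal component (20.2% of the variance) the female libraries lay at 6.82 in February and 9.68 in March and the male libraries at 0.97 and -3.93, and on the first the male March library (-7.01) lay beside the female May library (-7.32). Without the male March library, 27 instead of 7 miRNAs were called between telogen and May. The paper does not compare the sexes. No explanation was tested.

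A list of miRNAs of an imprinted cluster, 25 of 43 members tested, was higher in the male libraries for 25 of 25 members, with a median log2 fold change of 0.54. None was called. A common scaling difference, which moves all miRNAs alike, is argued against as the cause, as the list lay 0.585 above the median of all tested miRNAs. Depth is argued against too, as the median was 0.50 after thinning. More mesenchyme in the male libraries cannot be told apart from a change of the list itself. The mesenchyme list had a median of -0.13 with 2 of 10 members higher (-0.03 and 4 of 10 with library totals), and members that go both ways decide nothing. Chance stays open, as 2 of the 32 splits within months gave a median as large in size. The difference was largest in March (1.51) and February (0.82) and between 0.16 and 0.36 in the other months, and the median was 0.31 without March. A difference between male and female follicles in telogen may be one hypothesis, untested here beyond these libraries.

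The other lists give the following medians from May to September, with library totals in parentheses. The erythrocyte list (2 members tested) was at -0.54 (-1.06), the leukocyte list (5) at 0.90 (0.38), the muscle list (5) at -0.19 (-0.72), the endothelium list (2) at -0.02 (-0.55), the epidermis list (6) at 0.22 (-0.31) and the mesenchyme list (10) at 0.04 (-0.48). The imprinted cluster (25) was at -0.67 (-1.20) and the miR-17-92 cluster (9) at -0.75 (-1.27). The medians of the epidermis and mesenchyme lists lie between 0 and the shift of 0.53, so their signs depend on the scaling and give no direction. In the erythrocyte and endothelium lists 1 of 2 members was higher in September after TMM normalization, so their medians give no direction either. From catagen to telogen the erythrocyte list was at 1.50 (1.91), with 2 of 2 members higher. The leukocyte list was at 0.90 (1.27), with 3 of 5 higher, and the other lists lay between 0.06 and 0.79 after TMM normalization. More blood in telogen cannot be told apart from a change in the follicle for these 2 lists, and miR-146a, called there, is of the leukocyte list. From these libraries the paper names miR-146a of the leukocyte list, miR-200a and miR-203 of the epidermis list, miR-143-3p and the miR-199 family of the mesenchyme list, and miR-17-5p of the miR-17-92 list. That all tested members are expressed in the follicle libraries follows from the filter on low counts. miR-143-3p (mesenchyme) and miR-203 (epidermis) had the highest mean TPM of the 8 lists. The paper's hybridization located miR-143-3p in matrix cells of the follicle, so the mesenchyme list need not stand for mesenchyme alone.

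For some precursors the 5p and 3p arms, which come from the same transcript, did not change together between May and September. In others they did, as for miR-17 (log2 fold change -1.11 for 5p and -1.10 for 3p) and miR-199a (-0.79 and -0.85). Among 82 precursors with both arms tested, the log2 fold changes of the arms had a Pearson correlation of 0.034 across precursors, which are not independent replicates. The ratio of the arms changed with an adjusted p under 0.05 in 33 (limma), and in 6 of these both arms had an adjusted p under 0.05 in opposite directions. Few counts of the minor arm are argued against as the whole cause, since 4 such precursors (miR-106b, miR-125b, miR-30e and miR-99a) were left among the 34 with a mean of at least 100 counts in both arms, and the same 4 among the 25 with at least 100 counts in every library. For miR-30e the 5p arm fell by 1.32 on the log2 scale and the 3p arm rose by 1.70. A fall of miR-30a-3p was looked for as a sign of reads shared with this near-identical arm, but miR-30a-3p rose by 1.32. Shared reads would raise both arms, as would a change of both, so these cannot be told apart. A ratio within a library does not depend on the scaling, but the direction of a single arm does. A change in which arm is kept, or in the ends of the mature miRNAs, may be a hypothesis for reads, which were not analysed here.

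Neighbouring miRNA genes changed together, a candidate explanation being a shared transcript. The 142 pairs of miRNAs from genes within 10 kb of each other (195 miRNAs matched to genes of assembly ARS1.2) had a mean correlation over the 12 libraries of 0.445, against 0.0028 for random pairs (permutation p = 0.0001, one-sided, the smallest that the resamples can give). For the 64 pairs outside the imprinted list it was 0.31 (permutation p = 0.0001, likewise the smallest). Only members of the list were left out, so other miRNAs of that cluster can remain among these pairs. The value therefore does not show a correlation beyond that cluster. Reads shared between near-identical neighbours were not separated from this.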
